# Differential gene expression signatures for cell wall integrity found in chitin synthase II *(chs2*Δ*) *and myosin II *(myo1*Δ*) *deficient cytokinesis mutants of *Saccharomyces cerevisiae*

**DOI:** 10.1186/1756-0500-2-87

**Published:** 2009-05-09

**Authors:** José F Rodríguez-Quiñones, José R Rodríguez-Medina

## Abstract

**Background:**

Myosin II-dependent contraction of the cytokinetic ring and primary septum formation by chitin synthase II are interdependent processes during cytokinesis in *Saccharomyces cerevisiae*. Hence, null mutants of myosin II *(myo1*Δ*) *and chitin synthase II *(chs2*Δ*) *share multiple morphological and molecular phenotypes. To understand the nature of their interdependent functions, we will seek to identify genes undergoing transcriptional regulation in *chs2*Δ strains and to establish a transcription signature profile for comparison with *myo1*Δ strains.

**Results:**

A total of 467 genes were commonly regulated between *myo1Δ *and *chs2Δ *mutant strains (p ≤ 0.01). Common regulated biological process categories identified by Gene Set Enrichment Analysis (GSEA) in both gene expression profiles were: protein biosynthesis, RNA processing, and stress response. Expression of 17/20 genes in the main transcriptional fingerprint for cell wall stress was confirmed in the *chs2Δ *strain versus 5/20 for the *myo1Δ *strain. One of these genes, *SLT2/MPK1*, was up-regulated in both strains and both strains accumulated the hyperphosphorylated form of Slt2p thereby confirming that the *PKC1 *cell wall integrity pathway (CWIP) was activated by both mutations. The *SLT2/MPK1 *gene, essential for *myo1Δ *strains, was not required in the *chs2Δ *strain.

**Conclusion:**

Comparison of the *chs2Δ *and *myo1*Δ gene expression profiles revealed similarities in the biological process categories that respond to the *chs2Δ *and *myo1*Δ gene mutations. This supports the view that these mutations affect a common function in cytokinesis. Despite their similarities, these mutants exhibited significant differences in expression of the main transcriptional fingerprint for cell wall stress and their requirement of the CWIP for survival.

## Background

In the budding yeast *Saccharomyces cerevisiae*, myosin type II (Myo1p) and chitin synthase II (Chs2p) are essential proteins for the formation of the normal cytokinetic apparatus. These proteins participate in assembly of the cytokinetic ring and synthesis of the primary septum, respectively, during cytokinesis [1-3]. Previous studies revealed that contraction of the cytokinetic ring and closure of the primary septum by Chs2p are interdependent processes that occur at adjacent sites on the plasma membrane and at similar times of the cell cycle [3]. Previous studies also showed that Chs2p at the bud neck is required to maintain the stability of the actomyosin ring and for normal completion of the cytokinetic process [2,4]. Thus, *MYO1 *and *CHS2 *deficient cells, (*myo1*Δ and *chs2*Δ respectively), have been described to be cytokinesis mutant strains [5] that share multiple phenotypes associated with their respective cytokinesis defect [3]. Both mutants require expression of chitin synthase III (Chs3p), [3,6,7] an enzyme that synthesizes ~90% of the cell wall chitin, which implies the existence of cell wall stress conditions. Cell wall stress can be overcome by activation of the *PKC1-*dependent cell wall integrity pathway [8,9]. Readouts of the pathway in yeast cells include up-regulation of cell wall biosynthetic enzymes, heat shock proteins, and increased production of other cell wall components [8].

In this study we will establish a signature transcription profile for *chs2*Δ strains and compare it with the signature profile in *myo1*Δ strains previously published [10]. To accomplish this goal, we have performed a comparative oligonucleotide microarray analysis of mRNAs extracted from a *chs2*Δ strain and wild-type controls. When compared to the profiles previously reported in *myo1*Δ strains, we observed that both mutants alter the expression of similar groups of genes associated with specific biological process categories. However, these mutants exhibit significant differences in expression of the main transcriptional fingerprint for cell wall stress and differ in their requirement of the cell wall integrity pathway for survival.

## Methods

### Strains and culture conditions

All the experiments were performed using *Saccharomyces cerevisiae *wild type, *chs2*Δ, and *myo1*Δstrains (Table 1). Cultures were grown overnight at 26°C between 0.5–0.8 OD_600 _in Complete Synthetic Medium (CSM)(2% glucose, 1× Nitrogen base), and CSM-HIS^- ^with continuous shaking at 200 rpm.

**Table 1:** Strains used in this study.

Strain	Genotype	Source
MGD353-46D (wild type)	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R*^	B. Rymond
YJR6 (*myo1*Δ)	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R *^*myo1delta::HIS5*^+ ^parental MGD353-46D	F. Rivera
YFR23 (*chs2*Δ*)*	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*chs2delta::KAN*^*R *^parental MGD353-46D	F. Rivera
YJF2 (*chs2*Δ*slt2*Δ*)*	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R*^*chs2delta::KAN*^*R*^*slt2delta::URA3*^+ ^parental MGD353-46D	This study
YJF9 (*myo1*Δ*slt2*Δ pRS316-*MYO1)*	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R *^*myo1delta::HIS5*^+ ^parental MGD353-46D, pRS316-*MYO1*, *slt2delta::KAN*^*R*^	This study
YJF8 (*slt2*Δ*)*	MAT α *trp1–289 ura3–52 leu2–3, 112 his3delta1 *ADE^+ ^ARG *cyh*^*R*^, *slt2delta::KAN*^*R *^parental MGD353-46D	This study

### *SLT2 *gene disruption

A *SLT2 *gene disruption was created in the *myo1*Δ pRS316-*MYO1 *strain (Table 1) by replacing the *SLT2 *gene with a *KanMX4 *module by homologous recombination. The *myo1*Δ* slt2*Δ pRS316-*MYO1 *strain was grown in CSM 5-FOA to uncover the *myo1*Δ*slt2*Δ mutant [10]. Mutant *chs2*Δ strains were transformed with *URA3 *cassette, to perform the *SLT2 *gene disruption. All colonies were confirmed by PCR.

### RNA extraction procedure

Total RNA was extracted from cells derived from five biological replicate cultures of wild type and *chs2*Δ strains as described previously [10]. RNA concentrations, purity and integrity were determined using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE) and an Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA) respectively.

### Oligonucleotide microarray experiments

Oligonucleotide microarray experiments and data analysis were performed as described previously [10]. Briefly, 1.0 μg of total RNA from each sample was amplified using the Low RNA Input Fluorescent Linear Amplification kit (Agilent Technologies, Palo Alto, CA), and then it was labeled with 10 mM Cy3 or Cy5. Labeled cRNA's were hybridized, and then microarray slides were washed and scanned with a VersArray Chip Reader (BioRad, Hercules, CA). The microarrays raw data was generated with Imagene 3.0 and then analyzed using Limma software [11] as previously described [10]. The fold change in gene expression was calculated by 2^(M)^, where M is the log_2_-fold change after background correction and normalization. An Empirical Bayes Statistics [12]for differential expression analysis and FDR test [13] were performed. The p-value ≤ 0.01 cutoff was established for differential expression. Gene Set Enrichment Analysis (GSEA) [14] was performed using the Limma package of Bioconductor as described previously [10]. A corrected p-value was obtained from the analysis using the Bonferroni correction p-value ≤ 0.0004. Microarray raw and processed data are available at the Gene Expression Omnibus (GEO) site of NCBI (GSE5931 and GSE12994 for *myo1*Δ and *chs2*Δ, respectively) [15].

### Real time RT-PCR experiments

Real time RT-PCR assays were performed with 30 ng of total RNA using the Quantitec SYBR Green RT-PCR kit (Qiagen, Valencia, CA) as previously described [10]. The sequences of the forward and reverse primers for the selected mRNAs are listed in Table 2. The fold change was determined by the 2^ΔΔCt ^method [16] as described previously [10].

**Table 2:** Primers used in this study for real time RT-PCR and genetic deletions

Target	Forward primer	Reverse primer
*ACT1*	5'-GCCATTTTGAGAATCGATTTG-3'	5'-TTAGAAACACTTGTGGTGAAC-3'
*ECM4*	5'-GTGGTACAAACGGAGCTTTCA-3'	5'-GTGCCCAATGGACTACGCTACA-3'
*SPI1*	5'-CCAGAACCAACGACTTTCGTA-3'	5'-ACTGCACCAGCCAAACCTA-3'
*ROM1*	5'-AGCTATCTACGCCTCCAACT-3'	5'-ATGATGACGTTGGTGTTGA-3'
*SLT2*	5'-AGCAACAGCAGCCTTCAGA-3'	5'-GAACGCGAGGAAGTATCCAA-3'
*YHR097C*	5'-CCATCGTCGTACATCACAC-3'	5'-GTACAGGCGCCACTTTATTA-3'
*SLT2*pRS	5'-AATGGAAAGTTTCAGTGTTAAAAATAG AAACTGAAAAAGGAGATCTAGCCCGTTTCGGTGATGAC-3'	5'-AATAATGAATATTGTCTATAGATGACTAA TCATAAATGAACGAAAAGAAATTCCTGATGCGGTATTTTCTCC-3'
*ATG9*pRS	5'-TTACACTAATTAAGATGCTTAGATTCC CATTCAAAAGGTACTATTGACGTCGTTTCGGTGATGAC-3'	5'-GGCGGAAAGAAATAACCAATAATAA TAATTTATTAACCTCTTTTTTTCTTTTCCT GATGCGGTATTTTCTCCT-3'

### Western blot analysis of hyperphosphorylated Slt2p levels

Yeast strains were grown in selective medium between 0.5–0.8 OD_600 _at 26°C. Cells treatment, protein extraction and quantification methods were performed as described [6,9,10,17]. Total protein extracts (75 μg) were separated in a 10% SDS-PAGE gel and transferred to a nitrocellulose membrane at 70 V for 2 h at 4°C. The membrane was incubated with anti-phospho-p42/44 MAP kinase monoclonal antibody (1:1000) (Cell Signaling Technologies, Danvers, MA). The membrane was stripped and reprobed with a rabbit polyclonal antibody against Slt2p (1:1000) and mouse monoclonal antibody against Pgk1p (1:500) (Molecular probes, Invitrogen, Danvers, MA).

## Results and Discussion

### Comparison between transcriptional profiles of *chs2*Δ and *myo1*Δ strains

The rationale for these experiments was to identify differentially expressed genes and common biological process categories that are relevant to the myosin-dependent versus myosin-independent cytokinesis mechanisms operating in *chs2*Δ and *myo1*Δ strains respectively. 

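CHS2 mRNA was lower in the chs2Δ cultures than in the wild type on every array. CHS2 encodes chitin synthase II, which makes the primary septum. Its log2 ratio of chs2Δ over wild type was -0.81 (SE 0.17, adjusted p = 0.0024 from limma) and lay between -1.63 and -0.35 on the 5 arrays. MYO1, the gene of the type II myosin, had a log2 ratio of -0.31 (SE 0.06, adjusted p = 0.0012). CHS2 lay below MYO1 on 5 of 5 arrays, with a mean difference of -0.50 log2 (exact sign-flip test over 5 arrays, two-sided p = 0.063, the smallest p that 5 arrays allow). This order was checked because the array titles carry the name of the myo1Δ strain, while the sample sources and the paper name the chs2Δ strain. Both genes kept signal in chs2Δ, so the order alone does not identify the deleted gene. CHS2 is read by 1 probe on 2 spots, and whether that probe lies in the deleted part of the gene is not given in the sources used here. The chs2Δ signal of CHS2 was still above background on 4 arrays.

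Each of the 5 arrays compared chs2Δ with wild type on an Agilent yeast oligonucleotide array. The arrays were taken as 5 independent pairs of cultures, as the paper states, although the series description also speaks of cultures in triplicate and writes the wild-type strain in different ways. With the slide as the replicate, which leaves 3, 4103 genes changed. In this 2-colour design both cRNAs bind the same spots and are read in separate dye channels. Cultures were grown at 26 °C, cRNA was amplified from 1.0 µg of RNA, and hybridization lasted 17 h at 60 °C. The chs2Δ cRNA carried Cy5 on 3 arrays and Cy3 on 2. The arrays sat on 3 slides, with replicate 1 alone on its slide and replicates 2 and 3, and 4 and 5, as pairs of opposite dye orientation. Each array held 10807 spots, of which 10263 report 6256 genes. The authors' scanner values are spot intensities with a local background, and from these the ratios were computed again. Background was corrected with normexp (offset 50), dye and intensity effects with a global loess curve on each array, and spots of a gene were averaged. Ratios were turned so that a positive log2 value means more mRNA in chs2Δ, and limma's moderated test was applied over the 5 arrays. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called higher or lower.

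The chs2Δ channel was the dimmer channel on every array. Its median signal over background was 77.5 to 197 intensity units, against 213 to 431 for the wild type. Gene spots above background made up 73.9% to 83.2% in the chs2Δ channel and 89.1% to 94.3% in the wild-type channel. Across genes, which are not independent replicates, the turned ratios of any 2 arrays had a Pearson correlation of 0.870 to 0.978. No gene had a dye effect past an adjusted p of 0.05 in limma. An unadjusted p below 0.05 was found for 1279 of 6246 genes, a larger share than the 0.05 that chance gives on average. Dye effects too weak to pass for single genes are therefore not excluded. The number of arrays limits the precision of each ratio.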

Microarray hybridization experiments were conducted as described previously [10] with labeled total RNA obtained from five independent biological replicate cultures of the *chs2*Δ and wild type control strains (Table 1). 

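Loss of chitin synthase II was accompanied by a change in most measured mRNAs relative to the centre of each array. Storage carbohydrate and stress genes were among those that rose most, and ribosomal protein and α mating genes among those that fell most. ALD4, a mitochondrial aldehyde dehydrogenase, was 37.2-fold higher in chs2Δ than in wild type (log2 5.22, SE 0.24, adjusted p = 6.5e-07 from limma over 5 arrays). The glycogen branching enzyme GLC3 was 35.6-fold higher and the glycogen phosphorylase GPH1 29.5-fold. The small heat shock protein gene HSP26 was 19.4-fold higher and HSP12 18.2-fold. The other genes among the 10 with the largest rises were ATG39 (19.2-fold), FIT3 (19.0-fold), SHM2 (17.1-fold), HMX1 (15.5-fold) and HOR7 (14.7-fold). ATG39 encodes a receptor for selective autophagy, FIT3 a cell wall protein that retains iron siderophores, SHM2 a serine hydroxymethyltransferase and HMX1 a heme oxygenase.

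Among the largest falls was that of URA1, the dihydroorotate dehydrogenase of pyrimidine synthesis, at 0.141 of the wild-type level (log2 -2.83, SE 0.07, adjusted p = 2.2e-07). The α-agglutinin gene SAG1 stood at 0.174, the α-factor genes MF(ALPHA)2 and MF(ALPHA)1 at 0.174 and 0.236, and STE3, the receptor for a-factor, at 0.186. Ribosomal protein genes filled much of the remaining list of the 10 largest falls, with RPL1B at 0.211, RPS31 at 0.212, RPL1A at 0.233 and RPL9A at 0.234. NSR1, a nucleolar protein of ribosome assembly, stood at 0.224. These 20 genes were picked as the largest changes among called genes with the same direction on all 5 arrays. ALD4, GPH1 and ATG39 rose clearly less in replicate 1, and SAG1 fell further in replicate 2. GLC3 (log2 3.86, others 5.13 to 5.74), HSP26 (2.66, others 4.15 to 5.20) and HOR7 (2.81, others 3.87 to 4.49) were also lowest in replicate 1. FIT3 and SHM2 were lowest in other replicates.

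The size of these changes depends on the background setting and the scaling. Without background correction the rise was 16.3-fold for GLC3, 15.7-fold for GPH1, 8.71-fold for HSP26, 8.77-fold for HSP12 and 7.99-fold for ATG39, and PIR3 (8.76-fold), which is not among the 10, then stood above HSP26 and ATG39. With normexp and an offset of 0 GLC3 was 55.8-fold higher, HSP26 33.3-fold, HSP12 28.1-fold and ATG39 36.2-fold. The fall of MF(ALPHA)2, whose chs2Δ signal was above background on only 3 arrays, ranged from 0.355 without correction to 0.0791 with the offset of 0, where it lay below URA1 (0.112). Without correction SAG1 stood at 0.280 and STE3 at 0.306. With median centring in place of loess, ALD4 was 20.5-fold higher, GPH1 19.1-fold, and FIT3, SHM2, HMX1 and HOR7 7.60-fold to 10.9-fold. URA1 was then at 0.0853, and the other falls were at 0.104 to 0.141.

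Of 6246 genes tested, 2228 were higher and 2243 lower in chs2Δ, 71.6% of those tested. Loess sets the centre of each array to 0 (median log2 ratio of all genes -0.0030), so higher and lower are relative to that centre. The near balance of both directions follows largely from this scaling, and a change in total mRNA cannot be read from these ratios. At an unadjusted p of at most 0.01, 1990 were higher and 1996 lower, and at an adjusted p of at most 0.01 3818 genes changed. The paper's threshold is 0.01, and its text does not say to which of these p-values it applies. Changes of at least 2-fold were found for 644 of the higher and 334 of the lower genes. The direction was the same on all 5 arrays for 4081 of the 4471 changed genes. Median centring of each array in place of loess left 3420 of them called in the same direction and turned 327 into calls of the opposite direction. Of the lower genes, 180 had no chs2Δ signal above background on any array, so their ratios rest on the background setting. The myo1Δ arrays were not analysed here.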

A total of 467 genes were differentially expressed in common between *chs2*Δ and *myo1*Δ strains (p ≤ 0.01) and classified according to their biological processes [see Additional file 1]. The results of the oligonucleotide microarrays for the *chs2*Δ strain were validated by real time RT-PCR indicating a fold change of 1.11, 2.92, 7.21, 1.41, and 1.11 for *SLT2, ECM4, SPI1, YHR097C*, and *ROM1 *respectively that were consistent with the microarray results (Table 3).

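On the 5 arrays ECM4, SPI1, YHR097C, ROM1 and SLT2 were all higher in chs2Δ than in wild type. ECM4 (YKR076W), a glutathione transferase, was 2.13-fold higher (log2 1.09, SE 0.08, adjusted p = 5.3e-06 from limma over 5 arrays). YHR097C, also named PAL2, was 2.08-fold higher (log2 1.06, SE 0.08, adjusted p = 7.0e-06). SPI1 (YER150W), a cell wall protein anchored by glycosylphosphatidylinositol, was 1.80-fold higher (log2 0.85, SE 0.14, adjusted p = 8.6e-04). ROM1 (YGR070W), an exchange factor of the GTPase Rho1, was 1.35-fold higher (log2 0.44, SE 0.07, adjusted p = 5.4e-04). SLT2 (YHR030C), the MAP kinase of cell wall integrity, was 1.29-fold higher (log2 0.37, SE 0.07, adjusted p = 0.0016).

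SPI1 varied most between arrays, at 0.08 log2 in replicate 1 and 0.91 to 1.10 in the others, and without replicate 1 its mean was 1.04. All 5 genes were also higher when adjusted over the list alone, and each rose on 5 of 5 arrays (exact sign-flip test, two-sided p = 0.063 for each gene, the smallest possible). The study chose these genes, so their shared direction is not independent evidence. As a list they passed limma's camera test with a preset correlation of 0.01 (adjusted p = 0.0296), and the adjusted p was 0.456 with an estimated correlation. With median centring in place of loess, 4 of the genes were higher and SLT2 was lower (log2 -0.35), and the list did not pass camera (adjusted p = 0.145).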

**Table 3:** Confirmation of microarray data by real time RT-PCR assay on a selected set of genes for *chs2*Δ and *myo1*Δ[10] (p ≤ 0.01)

Gene name	Fold Change in Microarray *myo1*Δ[10]	Fold Change in Microarray *chs2*Δ	Fold Change (real time RT-PCR) *myo1*Δ[10]	Fold Change (real time RT-PCR) *chs2*Δ
*SLT2*	2.1	1.30	1.8	1.11
*ECM4*	3.2	2.13	3.5	2.92
*SPI1*	8.6	1.94	13.0	7.21
*YHR097C*	4.1	2.01	3.8	1.41
*ROM1*	3.2	1.30	3.5	1.11

A comparison of results from GSEA of *chs2*Δ with those previously published for *myo1*Δ strains [10] revealed similar yet distinct transcription signature profiles. Five categories were identified with a corrected p-value below the cutoff (p ≤ 0.0004) for *chs2*Δ strains (Figure 1A, top and bottom panels). These categories were: protein biosynthesis, stress response, RNA processing, autophagy and genes encoding unknown biological processes. 

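In chs2Δ, genes that build ribosomes and proteins were lower as groups, and genes of stress resistance, storage carbohydrates, respiration and autophagy were higher. Of 39 gene lists written down before the data were examined, 37 had enough measured members for a test. Of these, 16 shifted relative to all other genes (limma's camera with a preset correlation, adjusted p below 0.05). The 16 include the Table 3 genes and the fingerprint, whose direction on these arrays was known from the paper. Some lists share genes, so the 16 are not independent results. With an estimated correlation no list passed, and the smallest adjusted p was 0.209. The autophagy list failed too, although its estimate (-0.0070) lay below the preset 0.01. Failing this setting therefore does not by itself show that correlation among genes made the shift. Limma's fry, which asks whether the genes of a list move on balance in 1 direction, passed 30 lists.

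The process terms in the array's own annotation gave a second grouping, chosen after the data had been seen. Of 142 terms with enough genes, 11 passed camera and 0 did so with an estimated correlation, where the smallest adjusted p was 0.870. The terms ranked by moderated t with genes taken as independent, limma's geneSetTest, gave 10 terms past a Bonferroni correction. Among the terms past camera was ATP synthesis coupled proton transport, with 15 of its 20 genes higher and 0 lower (adjusted p = 0.0052, and an adjusted p of 0.870 with an estimated correlation). The paper's own assignment of genes to categories was not used here.

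**Figure D1:**
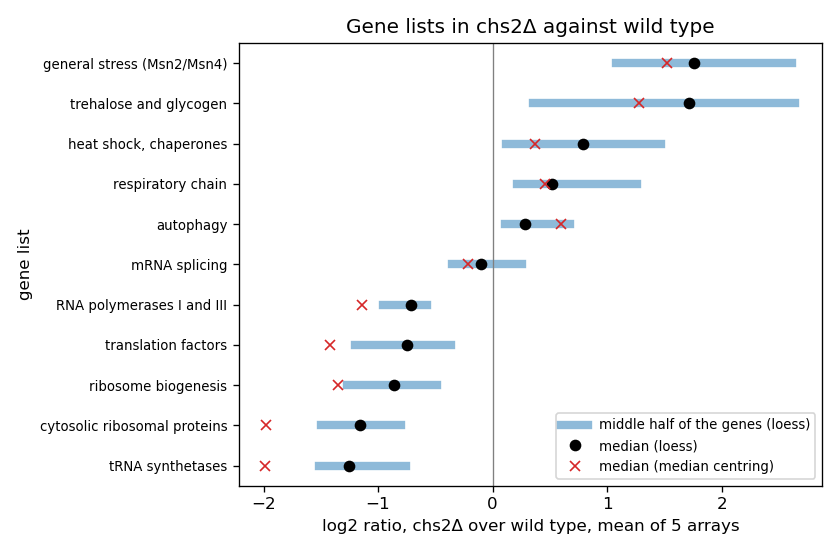
Log2 ratio of chs2Δ over wild type (mean of 5 arrays, horizontal axis) for 11 gene lists (vertical axis), with bars for the middle 50% of the genes, black dots for list medians with loess and red crosses for medians with median centring of each array. Dots run from -1.25 for the tRNA synthetases to 1.76 for the general stress genes, and for these 11 lists each dot and its cross lie on the same side of 0. The median of the TCA cycle, not drawn, turned from 0.37 to -0.077.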

Histograms of density versus t-value were generated for each category to determine if regulation of a specific category occurred by comparing the distribution of genes in each biological process category relative to the normal distribution of all the categories represented on the array (Figure 1A, top panel). Plots of t-values versus A-values were created to identify the individual genes in each category and observe their distribution across the array (Figure 1A, bottom panel). Of the five biological process categories selected, the protein biosynthesis and RNA processing categories presented the most dramatic changes in their normal distribution (Figure 1A, top panel). 

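Most genes of cytosolic translation were lower in chs2Δ. Of 138 cytosolic ribosomal protein genes, 126 were lower and 1 was higher, with a median log2 ratio of -1.16. The exception was RPL24B, 1.31-fold higher (log2 0.38, SE 0.07, adjusted p = 9.8e-04 from limma over 5 arrays), which was lower with median centring in place of loess (log2 -0.32). Of 18 cytosolic tRNA synthetase genes, which charge tRNAs with amino acids, 17 were lower and 0 higher, with a median of -1.25. Translation factor genes were lower in 28 of 35 cases and higher in 4, with a median of -0.74.

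GLN4, the glutaminyl-tRNA synthetase, fell to 0.297 of the wild-type level (log2 -1.75, SE 0.07, adjusted p = 4.5e-07), and THS1, the threonyl-tRNA synthetase, to 0.336. Among initiation factor genes, SUI3, the β subunit of eIF2, fell to 0.327 (log2 -1.61, SE 0.12, adjusted p = 6.5e-06) and TIF34, a subunit of eIF3, to 0.362. HYP2, which encodes the elongation factor eIF5A, was 2.27-fold higher (log2 1.18, SE 0.10, adjusted p = 1.4e-05). With median centring HYP2 had a log2 ratio of 0.06 and was no longer called. Mitochondrial ribosomal protein genes were mixed, with 38 of 73 lower and 15 higher and a median of -0.24.

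Adjusted over the list alone, 3 cytosolic ribosomal protein genes were higher and 126 lower, and the counts of the other lists were the same. All 4 lists passed limma's camera test, with adjusted p of 3.6e-20 for the ribosomal proteins, 3.3e-07 for the synthetases, 1.5e-05 for the factors and 0.0425 for the mitochondrial ribosome. With an estimated correlation the adjusted p were 0.311, 0.285, 0.311 and 0.392. The call of the mitochondrial ribosome was also lost without background correction (adjusted p = 0.0573), with all marked spots left out (0.0521), and without replicate 1 (0.0527) or 4 (0.0642). With median centring the falls were deeper, at 0.184 for GLN4 and THS1, 0.212 for SUI3 and 0.214 for TIF34. In the array annotation, 173 of 234 genes of the term protein biosynthesis were lower and 19 higher, with a median moderated t of -8.13 (camera adjusted p = 4.7e-11, and an adjusted p of 0.870 with an estimated correlation).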

The histogram reflecting the tendency of the protein biosynthesis category showed a shift from the normal distribution towards negative t-values. This was also observed in the corresponding t-value vs. A-value plot where we observe a greater quantity of genes biased towards negative t-values (Figure 1A, bottom panel). 

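Among genes that act on RNA, those that make and process ribosomal RNA were lower in chs2Δ, and those of mRNA splicing went both ways. Of 118 genes of ribosome biogenesis and rRNA processing, 103 were lower and 2 higher, with a median log2 ratio of -0.86. Of 19 genes of RNA polymerases I and III, which transcribe rRNA and tRNA, 17 were lower and 1 was higher, with a median of -0.71. Of 62 splicing genes, 27 were lower and 18 higher, with a median of -0.10 and a mean of 0.0037, which differ in sign.

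HAS1, an RNA helicase of ribosome assembly, fell to 0.260 of the wild-type level (log2 -1.94, SE 0.07, adjusted p = 4.0e-07 from limma over 5 arrays). RPA135, the second largest subunit of RNA polymerase I, fell to 0.342, and RPO31, the largest subunit of RNA polymerase III, to 0.407. The exception was RPC11, a small subunit of RNA polymerase III, which was 3.48-fold higher (log2 1.80, SE 0.20, adjusted p = 6.5e-05). Among splicing genes the helicase PRP28 fell to 0.623, while LSM5 rose 2.36-fold and SNU66 2.23-fold. Without background correction HAS1 stood at 0.406, and with an offset of 0 RPO31 stood at 0.270. With median centring RPA135 stood at 0.225.

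The first 2 lists passed limma's camera test (adjusted p = 1.4e-16 and 2.6e-05; 0.392 and 0.311 as adjusted p with an estimated correlation), and splicing did not (adjusted p = 0.470). Counts adjusted over the list alone were the same for these lists. The array annotation splits these processes into small terms. Processing of the 35S primary transcript had 24 of 25 genes lower (camera adjusted p = 4.8e-06) and processing of 20S pre-rRNA 16 of 19 (adjusted p = 5.7e-04). For both the adjusted p was 0.870 with an estimated correlation. The term RNA processing held 6 genes, with 3 higher and 2 lower (adjusted p = 0.865), and rRNA processing 25 genes, with 13 lower and 6 higher (adjusted p = 0.175). The terms for mRNA splicing (adjusted p = 0.736) and mRNA export from the nucleus (adjusted p = 0.114) did not pass either.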

In the case of the RNA processing category, these genes were also shifted towards negative t-values (Figure 1A, top panel). These results are consistent with those obtained previously in *myo1*Δ mutant strains where the protein biosynthesis and RNA processing categories were biased towards negative t-values (Figure 1B top and bottom panels). Because levels of ribosome biogenesis and growth rate are correlated in budding yeast [18,19], down-regulation of protein biosynthesis genes is an indication that growth rate is also reduced, a phenotype that has been reported previously in both mutant strains [2,10]. 

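Genes annotated on the array to no known process formed the largest group on the array and among changed genes, and more of them were higher than lower in chs2Δ. Of 2759 such genes tested, 1072 were higher, 732 lower and 955 did not pass limma's test. Over all genes 1775 of 6246 did not pass, so genes of this group changed less often than genes as a whole. At an unadjusted p of at most 0.01, 1601 changed, of which 951 were higher and 650 lower. The centre of the group stayed near 0, with a median log2 ratio of 0.05 and a median moderated t of 0.79. Against all other genes the group did not pass camera (adjusted p = 0.114). It passed geneSetTest, which takes genes as independent (Bonferroni adjusted p = 4.4e-21).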

Although the "unknown" biological process category had the greatest representation of differentially expressed genes in the array (670 genes), there was no shift observed in the density vs. t-values histogram or the t-values vs. A-values plot for *chs2*Δ (Figure 1A) suggesting that a similar numbers of genes were up and down regulated. 

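Genes of storage carbohydrates were higher in chs2Δ, while genes of glycolysis and fermentation moved in both directions. Of 20 genes of trehalose and glycogen metabolism, 16 were higher and 2 lower, with a median log2 ratio of 1.72. PGM1, a phosphoglucomutase on the path to glycogen, was 1 of the lower genes at 0.520 of the wild-type level (log2 -0.94, SE 0.07, adjusted p = 6.1e-06 from limma over 5 arrays). Of 16 glycolysis and fermentation genes tested, 7 were lower and 5 higher. HXK1, a hexokinase, was 9.38-fold higher (log2 3.23, SE 0.33, adjusted p = 3.8e-05), with a smaller rise in replicate 1. PFK2, a subunit of phosphofructokinase, fell to 0.462, and PGK1, phosphoglycerate kinase, to 0.495, read on only 2 arrays because its spots were not usable on the others.

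The trehalose and glycogen list passed limma's camera test (adjusted p = 5.0e-04), with an adjusted p of 0.511 with an estimated correlation. Glycolysis did not pass (adjusted p = 0.972), and its median (-0.36) and mean (0.07) differ in sign. Adjusted over the list alone, the first list was the same and glycolysis had 8 genes lower and 6 higher. With median centring in place of loess, 12 glycolysis genes were lower and 3 higher, with PFK2 at 0.263 and PGK1 at 0.237. Without background correction HXK1 was 5.50-fold higher. The annotation term carbohydrate metabolism held 6 genes, with 5 higher and 0 lower and a median of 1.34 (camera adjusted p = 0.0469, and an adjusted p of 0.870 with an estimated correlation). Values for myo1Δ were not computed.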

The *myo1*Δ and *chs2*Δ mutant profiles differed in the autophagy and carbohydrate biological process categories.

**Figure 1:**
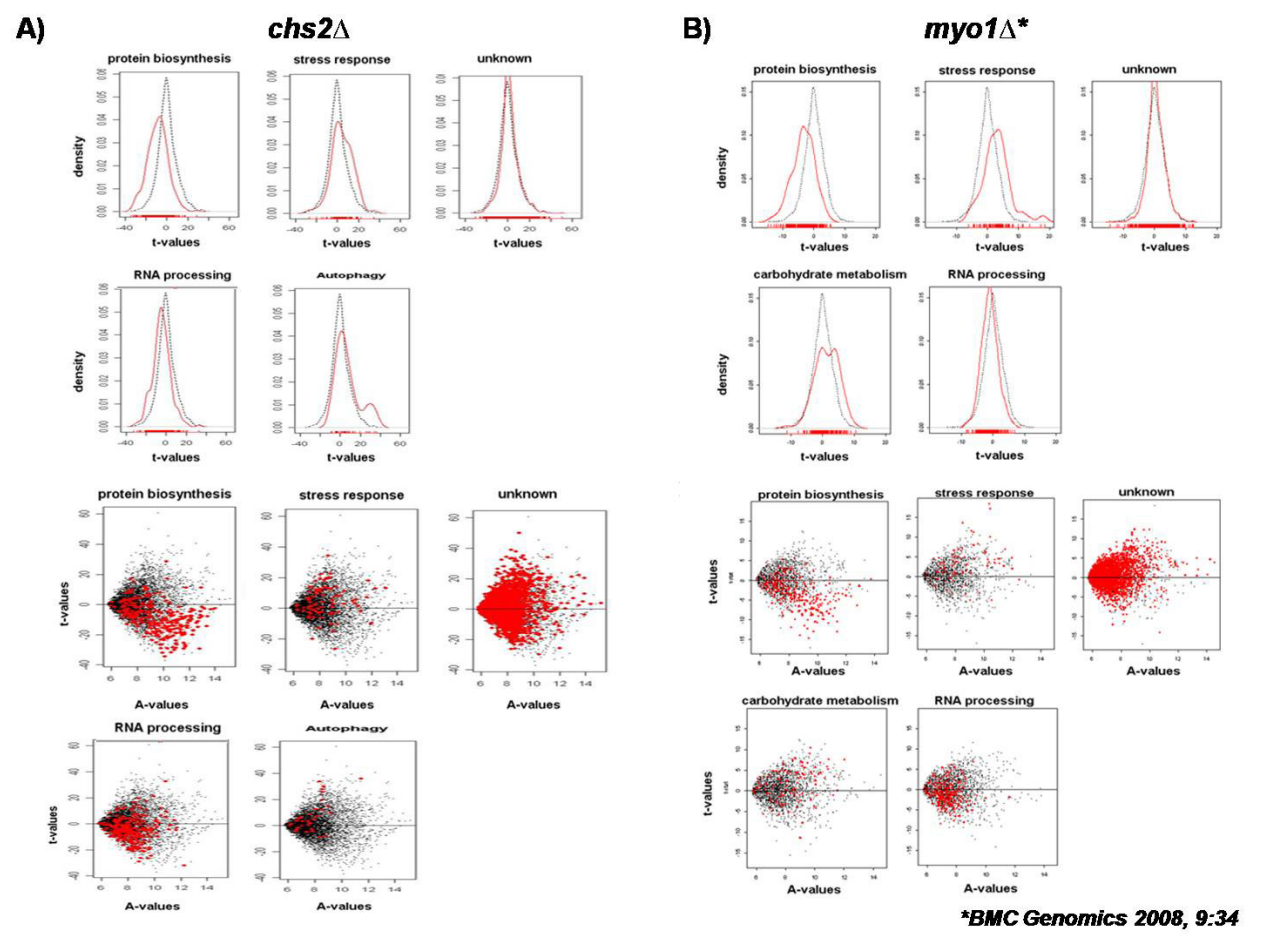
**Histograms derived from Gene Set Enrichment Analysis (GSEA) of *chs2*Δ and *myo1*Δ mutant strains**. The cutoff for significantly regulated biological process categories was based on a p-value ≤ 0.0004 as described in the Methods section. Red lines or dots represent the distribution of genes of the specific category in the array. Black lines or dots represent the distribution of genes for all categories in the array. (A, top panel) Density versus t-value plots generated for significant biological process categories from the *chs2*Δ strain. (A, bottom panel) t-value versus A-value plots for genes of the same biological process categories shown in (A, top panel). (B, top panel) Density versus t-value plots previously generated for significant biological process categories from the *myo1*Δ strain [10]. (B, bottom panel) t-value versus A-value plots for genes of the same biological process categories shown in (B, top panel). The results shown in Figure 1B were previously published in *BMC Genomics 2008, 9:34 *[10].

### Analysis of the *PKC1*-dependent cell wall integrity pathway requirement

A previous study of *myo1*Δ strains revealed that the *PKC1-*dependent pathway was activated by up-regulation of the *SLT2 *gene and an increase in hyperphosphorylated Slt2p (p-Slt2p) at steady state compared to their wild type [6,10,17]. 

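SLT2 mRNA was slightly more abundant in chs2Δ than in wild type on each of the 5 arrays, while PKC1, which encodes the protein kinase at the head of the pathway, did not pass the test. Both depend on the scaling, since with median centring SLT2 lay below the wild type and PKC1 was called higher (log2 0.39). The log2 ratios of SLT2 were 0.18, 0.46, 0.27, 0.62 and 0.33 in replicates 1 to 5. PKC1 had a log2 ratio of -0.11 (SE 0.09, adjusted p = 0.335 from limma over the 4 arrays with a usable spot), and without replicate 4 it was called lower (log2 -0.22). Its chs2Δ signal was above background on 1 array. Among 27 genes of the cell wall integrity pathway and its targets, 15 were higher and 8 lower, with a median of 0.25. SDP1, a phosphatase that acts on Slt2p, was 2.97-fold higher (log2 1.57, SE 0.15, adjusted p = 2.6e-05) with a smaller rise in replicate 1, and BAG7, a GTPase-activating protein for Rho1, 2.60-fold. The wild-type signal of SDP1 was above background on only 3 arrays. Without background correction SDP1 was 1.66-fold and BAG7 1.55-fold higher, and with an offset of 0 they were 6.94-fold and 5.09-fold higher. SWI6, a transcription cofactor that Slt2p phosphorylates, fell to 0.689 of the wild-type level.

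Genes of the wall itself also moved. Of 29 cell wall protein genes, 20 were higher and 3 lower, with a median of 0.50. HSP150, a heat shock protein of the wall, was 3.75-fold higher, and the mannoprotein gene TIP1 fell to 0.570. FKS1, a catalytic subunit of glucan synthase, stood at 0.661, with a smaller fall in replicate 4, and CHS3, the catalytic subunit of chitin synthase III, at 0.704. Of 26 glucan and chitin synthesis genes, 13 were higher and 7 lower. The largest rises of that list were those of GSC2 (3.87-fold) and CHS5 (3.60-fold).

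The pathway list did not pass limma's camera test (adjusted p = 0.0895, and 0.0372 with spots kept apart), nor did glucan and chitin synthesis (adjusted p = 0.134). The cell wall proteins passed (adjusted p = 0.0042), with an adjusted p of 0.311 with an estimated correlation. Counts adjusted over the list alone were the same. With median centring the pathway had 11 genes higher and 10 lower, glucan and chitin synthesis had 7 higher and 11 lower, and the cell wall proteins had 12 higher and 11 lower and no longer passed (adjusted p = 0.612). HSP150 was then 2.08-fold higher and FKS1 stood at 0.412. Phosphorylated Slt2p was measured on blots, which are not analysed here.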

In the *chs2*Δ gene expression profile, the *SLT2 *gene was also up-regulated (1.3-fold), and p-Slt2p levels were increased, thereby revealing *PKC1 *activation in this mutant (Figure 2A). However, the *slt2Δ *knockout mutation was viable in a *chs2Δ *strain although it was previously shown to be lethal in a *myo1*Δ strain (Figure 2B). The *slt2Δ *knockout mutation was confirmed in the *chs2Δ *strain by PCR (data not shown) and reconfirmed at the protein level by western blot (Figure 2A). These observations suggest that activation of the *PKC1*-dependent cell wall integrity pathway for survival is a *myo1Δ*-specific phenotype and may indicate that cell integrity defects are more severe in this strain.

**Figure 2:**
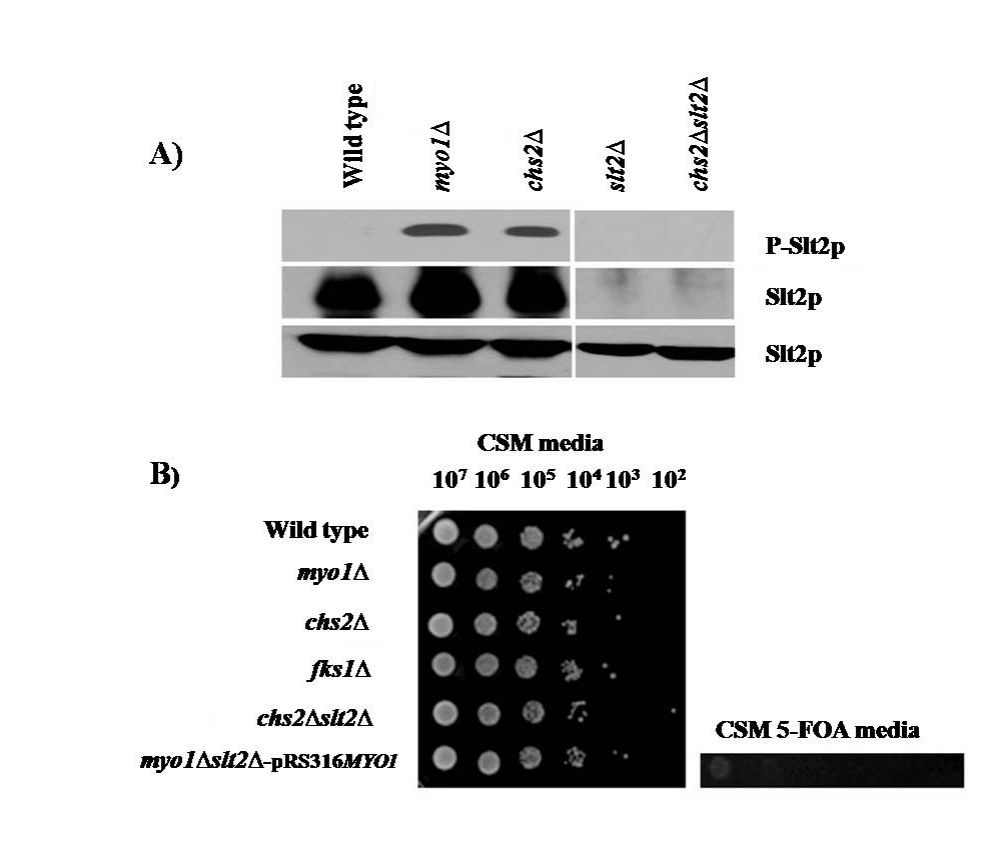
**Analysis of the *PKC1*-dependent cell wall integrity pathway in *chs2*Δ strains**. A) Western blot assay for activation of the *PKC1*-dependent cell wall integrity pathway in *chs2*Δ strains. Equal amounts of protein (75 μg) from wild type, *myo1*Δ, *chs2*Δ, *slt2*, and *chs2*Δ* slt2*Δ strains were analyzed by western blot to determine steady state levels of hyperphosphorylated Slt2p (p-Slt2p), total levels of Slt2p, and Pgk1p (a loading control) as described in the Methods section. B) Viability assays for wild type, *myo1*Δ, *chs2*Δ, *slt2*Δ, *chs2*Δ*slt2*Δ, and *myo1*Δ*slt2*ΔpRS316-*MYO1 *strains. Serial dilutions ranging from 1 × 10^7 ^– 1 × 10^2 ^cells/ml were plated on CSM media to observe growth after three days of culture at 29°C. The *myo1*Δ*slt2*Δ mutant was maintained by co-expressing a plasmid-borne copy of the *MYO1 *gene (pRS316-*MYO1*) as described previously [10]. Synthetic lethality was uncovered in this strain by negative selection for *URA3 *(contained on the plasmid) with 5-FOA.

A previous study described a transcriptional fingerprint consisting of 20 core genes that are a characteristic for cell wall stress caused by perturbation of cell wall integrity [20,21]. That study included the *fks1*Δ strain, which is considered a typical cell wall-deficient mutant and is characterized by the transcriptional up-regulation of the *SLT2 *gene and increase in the hyperphosphorylated form of Slt2p [20,21]. We performed confirmatory experiments in an *fks1*Δ strain and observed transcriptional activation of 17 of the described 20 core genes, thereby corroborating their results (data not shown). 

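Most genes of the cell wall stress fingerprint were higher in chs2Δ. Of the 20 genes, 18 were higher than in wild type, 0 were lower and 2 did not pass the test. PIR3, a wall protein linked to glucan, was 13.1-fold higher (log2 3.72, SE 0.06, adjusted p = 2.3e-08 from limma over 5 arrays). PST1, a wall protein anchored by glycosylphosphatidylinositol, was 3.31-fold higher (log2 1.73, SE 0.11, adjusted p = 3.3e-06). CRH1, which links chitin to glucan, was 2.98-fold higher (log2 1.57, SE 0.08, adjusted p = 1.1e-06).

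SRL3 was 2.75-fold higher, least so in replicate 4, YLR194C (NCW2) 2.46-fold, YPS3, an aspartic protease of the cell surface, 2.26-fold, SED1 2.03-fold, and KDX1, taken here as the fingerprint's MLP1, 1.98-fold. FBP26 was 1.93-fold higher, YLR414C (PUN1) 1.84-fold and the mannosyltransferase gene KTR2 1.72-fold. Smaller rises were found for YAL053W (FLC2, 1.39-fold), YIL023C (YKE4, 1.35-fold), CWP1 (1.28-fold) and GFA1 (1.23-fold), the first enzyme of chitin precursor synthesis. YPL088W had a fold change of 1.07 (adjusted p = 0.487) and PRM5 of 0.996 (adjusted p = 0.951). Without replicate 4, YPL088W was called higher (log2 0.25).

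The list passed limma's camera test (adjusted p = 3.6e-06), with an adjusted p of 0.209 with an estimated correlation, and the counts were the same when adjusted over the list alone. With median centring in place of loess, 12 of the genes were higher and 7 lower, and the list did not pass (adjusted p = 0.197). FLC2, YKE4, CWP1, GFA1 and SLT2 were among those then lower, and SED1 had a log2 ratio of 0.0033. PIR3 was then 8.25-fold higher, PST1 2.02-fold and CRH1 1.58-fold, NCW2, YPS3 and SRL3 were 1.45-fold to 1.74-fold higher, and YPL088W and PRM5 stood at 0.617 and 0.621.

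**Figure D2:**
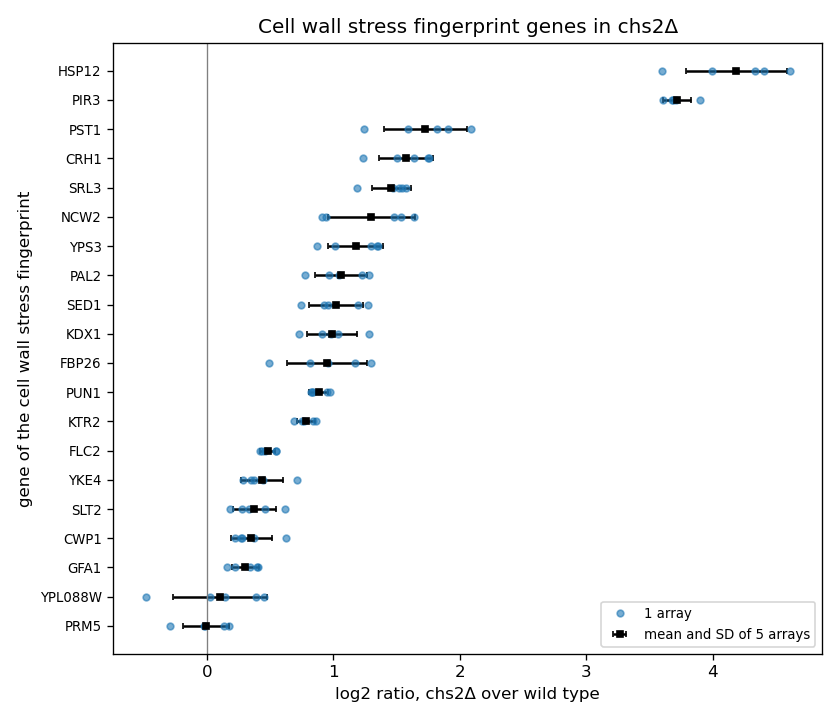
Log2 ratio of chs2Δ over wild type (horizontal axis) for the 20 fingerprint genes (vertical axis), with blue points for the 5 arrays and black squares with bars for the mean and SD. With loess, the means of 18 genes lie to the right of 0 by more than their SD, and those of YPL088W and PRM5 do not.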

Despite the dispensability of Slt2p, the *chs2Δ *strain expressed 17 of the 20 core genes mentioned, in contrast to only 5 core genes activated in the *myo1*Δ strain (Table 4). Such a difference in transcription of these genes suggests that these two mutations affect cell wall integrity at different levels.

**Table 4:** Twenty genes representing the main transcriptional fingerprint for cell wall stress [20].

Gene name	*chs2*Δ	*myo1*Δ[10]
*YLR194C*	Up-regulated	
*YPL088W*		
*YIL023C*	Up-regulated	
*YLR414C*	Up-regulated	
*YHR097C*	Up-regulated	Up-regulated
*YAL053W*	Up-regulated	
*CWP1*	Up-regulated	
*SED1*	Up-regulated	Up-regulated
*PIR3*	Up-regulated	
*CRH1*	Up-regulated	
*KTR2*	Up-regulated	
*GFA1*	Up-regulated	
*PST1*	Up-regulated	
*SLT2*	Up-regulated	Up-regulated
*MLP1*	Up-regulated	
*YPS4*		
*FBP26*	Up-regulated	Up-regulated
*HSP12*	Up-regulated	Up-regulated
*PRM5*		
*SRL3*	Up-regulated	

Blank boxes signify no change in expression.

## Conclusion

In this study the global mRNA expression profile of a *chs2*Δ mutant strain was determined and analyzed by GSEA for further comparison with the previously reported *myo1*Δ strain profile [10]. The GSEA identified four biological categories affected by each mutant condition, where protein biosynthesis and RNA processing categories were down- regulated while stress response and autophagy were up-regulated. This analysis revealed that genes involved in the autophagy process were significantly up-regulated exclusively in the *chs2*Δ strain. 

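General stress and heat shock genes were higher in chs2Δ. Of 33 general stress genes, those controlled by the transcription factors Msn2 and Msn4, 32 were higher and 0 lower, with a median log2 ratio of 1.76. The largest rises of that list were clearly smaller in replicate 1, at 3.94 log2 for ALD4 (others 5.35 to 5.91) and 3.80 for GPH1 (others 5.05 to 5.32). Of 25 heat shock and chaperone genes, 18 were higher and 4 lower, with a median of 0.79. Among the lower ones were HSP60, the mitochondrial chaperonin, at 0.594 of the wild-type level (log2 -0.75, SE 0.06, adjusted p = 1.5e-05 from limma over 5 arrays), and the cochaperone gene YDJ1 at 0.460. Of 26 oxidative stress genes, 15 were higher and 9 lower, with a median of 0.25. SOD2, the mitochondrial superoxide dismutase, was 5.16-fold higher (log2 2.37, SE 0.17, adjusted p = 6.2e-06) and the glutaredoxin gene GRX1 3.56-fold.

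The general stress and heat shock lists passed limma's camera test (adjusted p = 1.5e-09 and 0.0042), with adjusted p of 0.392 and 0.511 with an estimated correlation. The oxidative stress list did not pass (adjusted p = 0.0675). Adjusted over the list alone, 33 general stress genes were higher, and the other counts were the same. With median centring in place of loess, heat shock genes numbered 13 higher and 9 lower and the list did not pass (adjusted p = 0.366), and oxidative stress genes numbered 11 higher and 11 lower. SOD2 was then 2.77-fold higher, HSP60 stood at 0.355 and YDJ1 at 0.281. In the array annotation, 27 of 42 genes of the term stress response were higher and 4 lower, with a median of 0.43 (camera adjusted p = 0.0073, and an adjusted p of 0.870 with an estimated correlation).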

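Autophagy genes were higher in chs2Δ as a group. Of 36 genes of the list, 24 were higher and 3 lower, with a median log2 ratio of 0.29. ATG8, which encodes the ubiquitin-like protein of the autophagosome membrane, was 8.01-fold higher (log2 3.00, SE 0.12, adjusted p = 4.2e-07 from limma over 5 arrays), and 4.54-fold higher without background correction. ATG9, a membrane protein of the pathway for which the paper lists deletion primers, was 1.41-fold higher (log2 0.49, SE 0.07, adjusted p = 4.4e-04). ATG12, a second ubiquitin-like protein, stood at 0.863 of the wild-type level (log2 -0.21, SE 0.07, adjusted p = 0.0273). Its call was lost without replicate 2, 3 or 4 (log2 -0.15, -0.23 and -0.19), and with median centring in place of loess its log2 ratio was 0.37. Above background in the chs2Δ channel it was read on 1 array.

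The list passed limma's camera test (adjusted p = 2.1e-04), with an adjusted p of 0.209 with an estimated correlation, and its counts were the same when adjusted over the list alone. The annotation term autophagy held 5 genes, of which 3 were higher and 0 lower (camera adjusted p = 0.319). No difference from myo1Δ was tested. From the category shifts the paper concludes that protein biosynthesis and RNA processing were lowered and stress response and autophagy raised in chs2Δ. Because ribosome biogenesis follows growth rate in yeast, the paper reasons that lower expression of protein biosynthesis genes goes with slower growth. From the fingerprint counts of both mutants it proposes that the mutations act on cell wall integrity at different levels.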

We did not detect any growth impairment in an autophagy-deficient strain *chs2Δ atg9Δ *(data not shown) suggesting that although this represented a differentially regulated biological process in the *chs2*Δ strain, autophagy was not essential for growth of this mutant under our culture conditions.

We have demonstrated that the *PKC1-*dependent cell integrity pathway was activated in both *myo1Δ *and *chs2*Δ strains. Slt2p/Mpk1p, a gene product of the signal transduction biological process category, was not essential for cell viability in the *chs2Δ *mutant. Nonetheless, the *chs2*Δ strain exhibited higher resistance to cell lysis by exogenously added β-1, 3 glucanase than a wild-type strain suggesting that it most likely has modified its cell wall composition (data not shown). A positive contribution of the cell wall integrity pathway to these putative modifications may be inferred from the transcriptional fingerprint for this mutant.

In summary, a comparison of the *chs2Δ *and *myo1*Δ gene expression profiles revealed similarities in the biological process categories that respond to the *chs2Δ *and *myo1*Δ gene mutations. This supports the view that these mutations may affect common functions in cytokinesis. Despite their similarities, these mutants exhibited significant differences in expression of the main transcriptional fingerprint for cell wall stress and in their requirement of these genes for survival. These differences provide insight to how *S. cerevisiae *circumvents cell death and may help in the development of novel antifungal treatment.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

JFRQ participated in the microarray experiments and data analysis, real-time RT-PCR experiments, western blot experiments, and writing of the manuscript. JRRM participated as principal investigator in the design of experiments, analysis and interpretation of the data, and writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Differentially expressed genes found in common between *myo1*Δ and *chs2*Δ strains (p ≤ 0.01).** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

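Messenger RNA of the chs2Δ strain was compared with that of its wild-type parent on 5 arrays, each with 1 culture of either strain. The authors scanned every array in both dye channels and quantified it with ImaGene, and the 10 deposited scanner files hold the intensity of each spot, the median and SD of its local background, and a flag for empty and poor spots. No background correction or normalization had been applied to these values. The header of the scanner files gives ImaGene version 6.0.0, while the paper names an earlier version. The authors also deposited a table of log2 ratios of Cy5 over Cy3, corrected for background and normalized with lowess within each array in limma, in which the arrays of opposite dye orientation are not turned. Its rows had to be named through the spot order of the scanner files. Across spots its columns had correlations of 0.999 or more with the ratios computed here before turning.

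All ratios were computed from the scanner intensities in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0. Spots flagged as poor in either channel were left out and empty ones kept. Background was corrected with normexp and an offset of 50, and a global loess curve with a span of 0.3 was fitted on each array. Spots of the same gene were averaged, which concerned 4007 genes with 2 spots, while 2249 genes had 1. Of 6256 genes, 5756 were matched to the gene annotation of the reference and 500 kept the name on the array. For 10 genes no spot was usable. Ratios were turned to chs2Δ over wild type, limma's lmFit and eBayes were fitted over the 5 arrays, and p-values were adjusted by Benjamini-Hochberg over 6246 genes. A gene was called at an adjusted p below 0.05. Each array pairs both strains, so the pairing is part of every ratio.

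A signal counted as above background when it exceeded the background median by 2 background SD. Poor spots numbered 111 to 244 per array, and saturated spots 0 to 22 per array and channel. The differences between replicate arrays set the precision of a ratio, and 5 arrays cannot give a two-sided exact sign-flip p below 0.063. In data simulated with the same number of arrays, 56 of 100 genes with a planted 1.3-fold change and 94 of 100 with a 2-fold change were recovered, 0 with the wrong sign. The estimates were 0.83 and 0.82 of the planted log2 change. Of 6016 unchanged genes, 4 were called. A planted list of 30 genes had a camera p of 9.3e-52 and an unchanged list 0.336. The simulated channels were equally bright apart from a constant dye shift, few genes changed, and noise was drawn independently for each gene. In the real arrays the chs2Δ channel was dimmer and 71.6% of genes were called. These rates therefore check the procedure and do not give the error rates of the real data.

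Gene lists were fixed in advance from textbook knowledge and the paper, and tested with camera (preset correlation 0.01) when at least 5 members were measured, with adjustment over the lists. Camera with an estimated correlation, fry and geneSetTest were alternatives. The genes that can be named were set by rule: the 10 largest rises and falls among called genes with the same direction on all arrays, every gene the paper names, and the extreme called members of each list. The values in the paper's tables had been seen when the rule was written. The rule gave 160 genes, of which 82 were first picked for the text after their values were seen. GSC2 and CHS5, also among the 160, were added later. Of the 160, 6 had no chs2Δ signal above background on any array. The identity of MLP1 in the fingerprint was taken as KDX1 (YKL161C) and that of YPS4 as YPS3. With MLP1 as YKR095W, 1.28-fold higher (adjusted p = 4.6e-04), the number of fingerprint genes higher was also 18.

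Alternatives covered the background correction, the offset, median centring, scaling between arrays, a dye term, the slide as a random block or as the replicate, flags, dim genes, separate spots, the deposited ratios, stricter thresholds, the set test and leaving out each array. Arrays of slide 2 or slide 3 alone and the array's annotation terms were added after the data had been seen. The arrays of myo1Δ, the RT-PCR assays and the blots were not used here.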

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

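The tests for a-type cells, for diploid cells as the whole of the α-specific fall, for the number of strains and on CHS2 were chosen after the result was seen. So was the test of the dye orientation. The bound for diploid cells, the tests of translation genes and dim spots and the count of sign patterns were written before their results.

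The paper does not discuss mating genes, iron or respiration. The 4 α-specific genes had a median log2 ratio of -2.48 in chs2Δ, although both strains are MAT α. Of 16 iron regulon genes 11 were higher, and of 31 genes of the respiratory chain and ATP synthase 25 were higher.

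The fall of the α-specific genes might come from cells of another mating type. Cells of a-type in the chs2Δ cultures are argued against by the 7 a-specific genes, whose median was 0.081 (SD 0.33), although it was 0.79 with median centring and only 4 of them were above background in chs2Δ. Diploid cells could account for part: 13 haploid-specific genes had a median of -0.35 (SD 0.74; bootstrap 95% interval of the median, a second measure, -0.85 to 0.21, 10000 resamples), and these measures disagree on the bound of -1 set in advance, which the interval excludes and the SD leaves open. Of these 13 genes, 9 were called lower and 4 higher. As the whole of the fall diploid cells are argued against, since the median of the 13 genes lay 2.13 log2 above that of the α-specific ones. The probes of MATALPHA1 and HMLALPHA1 (log2 -0.70 and -0.81) and of MATALPHA2 and HMLALPHA2 (0.51 and 0.44) were not part of these tests. The deletion itself and any other difference of the mutant strain cannot be told apart, because 1 chs2Δ strain was used.

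CHS2 had a higher ratio of chs2Δ over wild type than many genes that are not deleted. That ratio was 0.569, but 0.721 without background correction and 0.427 with an offset of 0. On array 4 the chs2Δ signal of CHS2 over background was 31.5 units, below the offset of 50. The counts that follow were made only with the main setting. Wild-type RNA or cells in the chs2Δ samples would set a floor for every gene, and 10.9% of the changed genes (487) had a mean below that of CHS2. By array the share was 2.01% (array 4) to 29.2%, so it missed the bound of 5% on array 4, and 59 genes had a mean below the lowest CHS2 value, but 77 lay below CHS2 on all 5 arrays, which argues against such RNA as the whole cause. As to the myo1Δ strain in place of chs2Δ, CHS2 lay below MYO1 on 5 of 5 arrays, the order that loss of CHS2 would give. This order cannot by itself identify the deleted gene, since CHS2 kept a ratio of 0.569 and 487 changed genes had a lower mean. Probe signal that does not come from CHS2 mRNA, such as cross-hybridization or a transcript of the remaining part, may remain and cannot be tested with 1 probe, and no biological explanation was tested.

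The direction of SLT2 changed when loess was replaced by median centring, and SLT2 spots are bright (percentile 91.4 of mean intensity). A dye effect alone would turn the trend between orientations, and before loess the brightest quintile of genes lay below the dimmest on 5 of 5 arrays. However, the offset pulls dim ratios toward 0 and chs2Δ was the dimmer channel throughout, which favours that sign whatever the dye does. With plain subtraction the gap was -0.47 to -0.0735 on the arrays with chs2Δ in Cy5. It was -1.64 and -2.00 on those with chs2Δ in Cy3, so a dye effect stays open as a part. Lower expression of abundant translation genes could give such a trend: without 403 of these genes the share left of the gap between the brightest and middle quintiles was 0.383 to 0.779 over the arrays, so this stays open. Compression of dim spots could too, with shares of 0.154 to 1.42 left with plain subtraction. These shares were 0.154 to 0.257 with chs2Δ in Cy5, and 0.51 and 1.42 with chs2Δ in Cy3. Which of these acts on SLT2 cannot be told apart.

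Reversing the sign of any set of arrays gives 16 patterns. The real one called 4471 genes and the highest of the others 4, in 1 of 16 patterns as many as the real count, and 16 patterns are too few for a share below 0.05.

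Of 81 genes first picked for the text and read on enough arrays, 12 had 1 array far from the others. Chance gives about 4.05 at 1 in 20. Of these, 7 were on array 1 and 4 on array 4. On array 1, low log2 ratios were found for SPI1 (0.083, others 0.91 to 1.10), ALD4 (3.94, others 5.35 to 5.91), GPH1 (3.80, others 5.05 to 5.32), ATG39 (3.61, others 4.32 to 4.52), HXK1 (1.45, others 3.30 to 3.86), SDP1 (0.80, others 1.62 to 1.90) and CYT1 (1.66, others 2.02 to 2.16). On array 4, SRL3 was at 1.19 (others 1.47 to 1.57), PKC1 at 0.24 (others -0.25 to -0.18), FKS1 at -0.21 (others -0.72 to -0.62) and CYC1 at -0.81 (others -0.47 to -0.38). On array 2, SAG1 was at -3.09 (others -2.53 to -2.31). Without replicate 1, 4283 of the changed genes were called.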

How the results depend on the processing

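The number of changed genes was 3818 to 5194 over the alternatives set in advance (4053 to 4448 leaving out 1 array), with 1916 to 2610 higher and 1902 to 2584 lower. Of the Table 3 genes 4 to 5 were higher, and of the fingerprint 12 to 19 (18 to 19 leaving out 1 array). On slide 2 alone 3901 genes changed and on slide 3 alone 3290, both chosen after seeing the data. With median centring the log2 ratio was -0.20 for YKE4, -0.21 for FLC2, -0.22 for CWP1, -0.40 for GFA1, -0.35 for SLT2, -0.31 for ACT1, -0.32 for RPL24B and 0.37 for ATG12, the camera adjusted p was 0.806 for the TCA cycle (direction down) and 0.197 for the fingerprint, and 631 called genes changed sign. Of the 82 genes first picked for the text, the fold moved by more than 1.5 times for 46 with median centring. It did so for 14 with no background correction, subtraction or an offset of 0. The cause was not tested beyond the trend with intensity. With an estimated correlation camera passed 0 lists. The adjusted p were 0.209 for the fingerprint and autophagy, 0.311 for ribosomal proteins and 0.392 for ribosome biogenesis and general stress. For autophagy correlation among genes does not account for this, as its estimate (-0.0070) lay below the preset 0.01. The term ATP synthesis coupled proton transport also lost its call (adjusted p = 0.870 in camera) with an estimate of -0.011. A lost call in this setting thus does not by itself show that correlation among genes made a shift. For the other lists the cause was not tested. Fry passed 30 lists, testing no contrast with other genes. Annotation terms gave 0.319 for autophagy, with fewer genes and chosen after seeing the data. Subtraction gave 1 gene with a dye effect, the cause was not tested. Scaling between arrays changes no ratio by construction. Print-tip loess (1 print block) and process terms from the reference (none there) were not run. Signal over background limits 659 genes in chs2Δ and 180 in wild type, and the dim filter left out 1002.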

Differences from the paper's values

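The paper's count of changed genes with unknown process is 670, at a p of 0.01 that its text does not describe as adjusted or unadjusted, and 1601 were counted here at an unadjusted p of at most 0.01 with the array's annotation. Of the alternatives set before the data were examined, those in which it was counted (spots kept apart was not) stayed more than 1.5 times above the paper's count, from 1377 without replicate 3 to 2186 with median centring. At an adjusted p of at most 0.01 the count was 1530.

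For SLT2 the paper's fold change is 1.30, and the value here is 1.29. Of the alternatives set before the data were examined, only median centring differs, at 0.785. The paper's fold changes for ECM4 (2.13), SPI1 (1.94), YHR097C (2.01) and ROM1 (1.30) differ from those here by less than the spread between arrays.

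The paper describes no shift of the unknown category and from this proposes near balance between both directions. Here 951 of its genes were higher and 650 lower at an unadjusted p of at most 0.01, while the median log2 ratio was 0.05. The paper's fingerprint count is 17, and 18 genes were higher here at an adjusted p below 0.05, as at an unadjusted or an adjusted p of at most 0.01. The paper's table leaves YPS4 blank, and YPS3, taken here as that gene, was 2.26-fold higher. The paper describes RNA processing as shifted downward. Here ribosome biogenesis, with 103 of 118 genes lower, goes the same way, while the annotation term RNA processing had 3 genes higher and 2 lower.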

Other observations

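Most genes of the respiration list and of the iron regulon list were higher in chs2Δ. Of 31 respiratory chain and ATP synthase genes 25 were higher and 1 was lower, with a median log2 ratio of 0.52 (camera adjusted p = 3.4e-05, 0.255 as adjusted p with an estimated correlation). ATP1, a subunit of the ATP synthase, was 4.35-fold higher and the cytochrome gene CYT1 3.98-fold, while CYC1, cytochrome c, stood at 0.702. Of 15 TCA cycle genes 10 were higher and 2 lower (adjusted p = 0.0377, 0.511 with an estimated correlation), with 5 and 5 under median centring (adjusted p = 0.806). That call was also lost with an offset of 0, a dye term, the slide as the replicate or dim genes left out (adjusted p = 0.0567 to 0.0689). MDH1, the mitochondrial malate dehydrogenase, was 4.76-fold higher. With median centring ATP1 was 2.16-fold and MDH1 2.58-fold higher. Of 16 iron regulon genes 11 were higher and 3 lower, with a median of 0.60 (adjusted p = 0.0119, 0.311 with an estimated correlation). Of 20 hexose transporter genes 8 were higher and 2 lower (adjusted p = 0.0675), and 17 higher and 3 lower with median centring.

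The 4 α-specific genes all fell, too few for camera. Of 19 pheromone-induced genes 12 were lower and 2 higher (adjusted p = 0.0669; 9 lower and 5 higher with median centring), and of 7 a-specific genes 1 was higher, the a-factor exporter STE6 at 1.88-fold. All 7 were higher with median centring. The probes named MATALPHA1 and HMLALPHA1 had log2 ratios of -0.70 and -0.81, and those of MATALPHA2 and HMLALPHA2 0.51 and 0.44. These probes were looked at after the other values were seen.

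Several other lists did not pass camera. Of 25 cytokinesis and septin genes 13 were lower and 4 higher (adjusted p = 0.0895). Genes of the G1/S transition (7 higher, 10 lower of 20, adjusted p = 0.618), G2/M (2 higher, 6 lower of 14, adjusted p = 0.171) and histones (3 higher, 4 lower of 10, adjusted p = 0.731) did not pass. Neither did amino acid synthesis (13 higher, 18 lower of 39, adjusted p = 0.301), sulfur metabolism (10 higher, 7 lower of 28, 0.495), phosphate starvation (5 higher, 4 lower of 13, 0.713), the unfolded protein response (4 higher, 7 lower of 15, 0.526), the proteasome (9 higher, 12 lower of 34, 0.855), ergosterol synthesis (6 higher, 15 lower of 24, 0.173) or sporulation (3 higher, 2 lower of 20, 0.933). Of 4 auxotrophy markers 1 was lower. With median centring 20 of 20 sporulation genes were higher, amino acid synthesis had 4 higher and 30 lower, sulfur metabolism 10 and 13, the proteasome 2 and 29, the unfolded protein response 2 and 9, ergosterol synthesis 5 and 18, cytokinesis and septins 2 and 20, histones 1 and 8, G1/S 5 and 11, G2/M 1 and 9, and phosphate starvation 6 and 5. Median and mean differed in sign for histones, the unfolded protein response, the proteasome, sporulation and the auxotrophy markers. Adjusted over the list alone, 2 sporulation genes were higher, and the other counts of lists given here were the same.

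ACT1, the actin gene among the paper's RT-PCR primers, was itself 1.69-fold higher (log2 0.75, SE 0.09, adjusted p = 1.0e-04), and lower with median centring (log2 -0.31). Relative to ACT1 on the same arrays, SLT2 had a log2 ratio of -0.38 and lay below ACT1 on 5 of 5 arrays (exact sign-flip test, two-sided p = 0.063). ROM1 was at -0.32 (exact p = 0.125), SPI1 at 0.093 (exact p = 0.438), and PAL2 at 0.30 and ECM4 at 0.34, both above ACT1 on 5 of 5 arrays (exact p = 0.063 for each). With median centring SLT2 was at -0.034 and below ACT1 on 3 arrays (exact p = 0.875). ROM1 then turned to 1.13, with SPI1 at 1.20, PAL2 at 1.11 and ECM4 at 1.21, each above ACT1 on 5 of 5 arrays (exact p = 0.063 for each). These tests were chosen after the values were seen.

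The order of the deposited annotation differs from the scanner's. Numbered in the same way, 2 gene spots carried the scanner's gene name, and numbered by column from the opposite corner 7148 did, which is why the deposited ratios were named through the scanner order.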
